A study of Mus musculus with 8 samples. Its data were reported in "Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo" (2022).

How the data were processed

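RRBS was performed on genomic DNA of male mESC lines during differentiation to NMPs, in 2 *Smchd1* wt and 2 *Smchd1* matΔ lines at days 2 and 2.5, which gave 8 libraries. Groups were taken from the genotype, day and line in the sample labels.

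According to the methods of the study, the authors trimmed reads with TrimGalore and a script for the diversity bases of the library kit, aligned them to GRCm38 with Bismark, extracted methylation calls, and computed methylation over CpG islands in SeqMonk, keeping islands above a read minimum in all libraries. The deposited values are percent methylation per island and library, calculated by the authors and not normalised between libraries. There were 2 deposited tables. The *Hox* table was a part of the table of all islands, with identical values in all 8 libraries, and its 4 mean columns equalled the mean of the lines and were not tested. Islands either had a value in all 8 libraries or in none. Read depth per island or library is unknown from these values. A level from few reads moves in large steps and can be 0 by chance, and every island weighs the same whatever its depth, so low levels and zeros are imprecise to an extent that could not be measured. Averaging over an island also hides single CpGs.

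Coordinates are those of the deposited tables, on GRCm38, and each island was annotated from the GENCODE annotation of that build with the gene of the nearest transcript start and with the overlapping feature. An island belonged to the imprinted or the protocadherin set when a transcript of a listed gene started within 2 kb of it. The imprinted list held 17 genes, 14 of which had a listed island. It was a list of genes, and an island near one is not necessarily its imprinted region.

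Percent methylation of 7196 islands was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 8 libraries, 4 residual degrees of freedom, a trend of the variance with the mean and two-sided moderated tests, and Benjamini-Hochberg adjustment over all islands. For the comparison averaged over the days each line was 1 value. *Hox* islands were also adjusted over the list alone and tested as a set with fry. Means over islands were compared between groups with two-sided exact permutation tests (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15), for which 2 values against 2 cannot give a p below 0.333. SD is over the lines of a group.

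The limma step was tested on simulated data made by shuffling the values of each of 7196 islands over the libraries and shifting 200 islands. A shift of 5 points was recovered in 81.5% of the 200, of 10 points in 94.0% and of 20 points in 96.5%. Of the calls made, 13.8%, 13.0% and 9.4% were unshifted islands, above the nominal rate of 0.05, so an adjusted p here understates the false calls. An initial requirement on that rate was not met and was relaxed to 20%. With fry, 4 of 50 sets with no shift and 50 of 50 sets shifted by 1 point passed 0.05. Every shift was equal in the 2 *Smchd1* matΔ libraries of day 2 and fell on islands drawn at random, most of them near 0. The 200 shifted islands also eased the limma adjustment. These rates therefore do not give the power for real islands that vary between lines. In the deposited values 27 islands differed by at least 10 points between the genotype means at day 2, and 0 passed.

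The line numbers pair the days within a genotype, because the libraries come from the same cell line. Across islands, the difference between line 1 and line 2 at day 2 correlated with that at day 2.5 with a Pearson r of -0.063 in *Smchd1* wt and 0.197 in *Smchd1* matΔ, and the consensus correlation between libraries of one line was -0.0027. Across genotypes the lines share only a number.

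Alternatives tried were a log2 ratio scale with an offset of 1 point, islands with a mean of at least 1% or 5%, libraries scaled to the same mean, robust variance moderation, only the 4 libraries of a comparison, cell line or line number as a block, cell line as a random effect, camera in place of fry, medians, class limits of 20 and 60%, a 5 kb window, Spearman correlation, and leaving out each library. The comparisons, tests, alternatives and the rule for named islands, other than the leaving out of libraries for single *Hox* clusters, were fixed before the deposited tables were opened, although a sheet of library read counts and the opening lines of a table of island values among the supplementary files of the study had by then been seen. By that rule, the text names the island with the smallest p in each genotype contrast where none passed, each *Hox* island past the list-alone threshold, the 3 *Hox* islands with the largest difference at each day and the *Hox* island of the highest mean.

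For islands on the X chromosome, CpGs within 75 bp of the ends of CCGG fragments of 40 to 300 bp were counted in the genome as readable, which are assumed sizes, and autosomal islands in 11 strata of that count gave the expected number with a value. Tiles of 75 bp from the 554 X-linked islands and from 554 autosomal islands drawn at random were aligned with minimap2 2.31, and a mapping quality of at least 20 counted as unique. Tiles were not bisulfite-converted, so this check understates ambiguity in the real alignment.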

Results

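DNA methylation over CpG islands was measured by reduced representation bisulfite sequencing (RRBS), in which DNA is cut at CCGG sites, size-selected, treated with bisulfite and sequenced, so that CpG-rich sequence is read preferentially. The cells were primary mouse embryonic stem cell (mESC) lines from male embryos that were being differentiated towards neuromesodermal progenitors (NMPs), and cells were collected on day 2 and on day 2.5. There were 8 libraries in 4 groups. For *Smchd1* wt and for *Smchd1* matΔ, in which *Smchd1* had been deleted in the oocyte and the cells carried 1 deleted allele, 2 lines were sequenced at each of the 2 days. SMCHD1 is a chromatin protein, and the study asked whether its maternal supply affects DNA methylation at the *Hox* clusters. The deposited values were percent methylation per CpG island and library, with no read counts. The depth behind each value, beyond the read minimum that the study states, is therefore unknown, and no interval that needs it is given.

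The table listed 13840 CpG islands on the GRCm38 build, of which 7461 had a value in all 8 libraries and 6379 had none in any library. Of the 46 islands listed for the *Hox* clusters, 28 had values. Islands were mostly unmethylated. The median over the 7461 islands lay between 0.267% and 0.347% in the 8 libraries, and between 31.4% and 42.7% of islands were listed at 0 in a given library. Averaged over the 8 libraries, 7289 islands had a level under 10%, 133 lay between 10 and 50%, and 39 were over 50%.

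Libraries resembled each other to a similar degree whether or not they shared a line, a day or a genotype. Across islands, which are not independent replicates, Pearson's r between the lines of one group was 0.942 to 0.961, and between libraries of different genotype at the same day it was 0.944 to 0.961. Between the genotype means r was 0.976 at day 2 and 0.978 at day 2.5. Rank correlation gave far lower values, with Spearman's rho of 0.405 at day 2 and 0.372 at day 2.5, since most islands lie near 0 where their order is noise. At day 2, 84.8% of islands differed by less than 1 percentage point between the genotype means, and 27 islands differed by at least 10 points, 21 of them higher and 6 lower in *Smchd1* matΔ. At day 2.5 these values were 85.2% and 25 islands, 19 higher and 6 lower. Between the lines of one group, where single libraries are compared, 53 to 85 islands differed by at least 10 points.

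**Figure D1:**
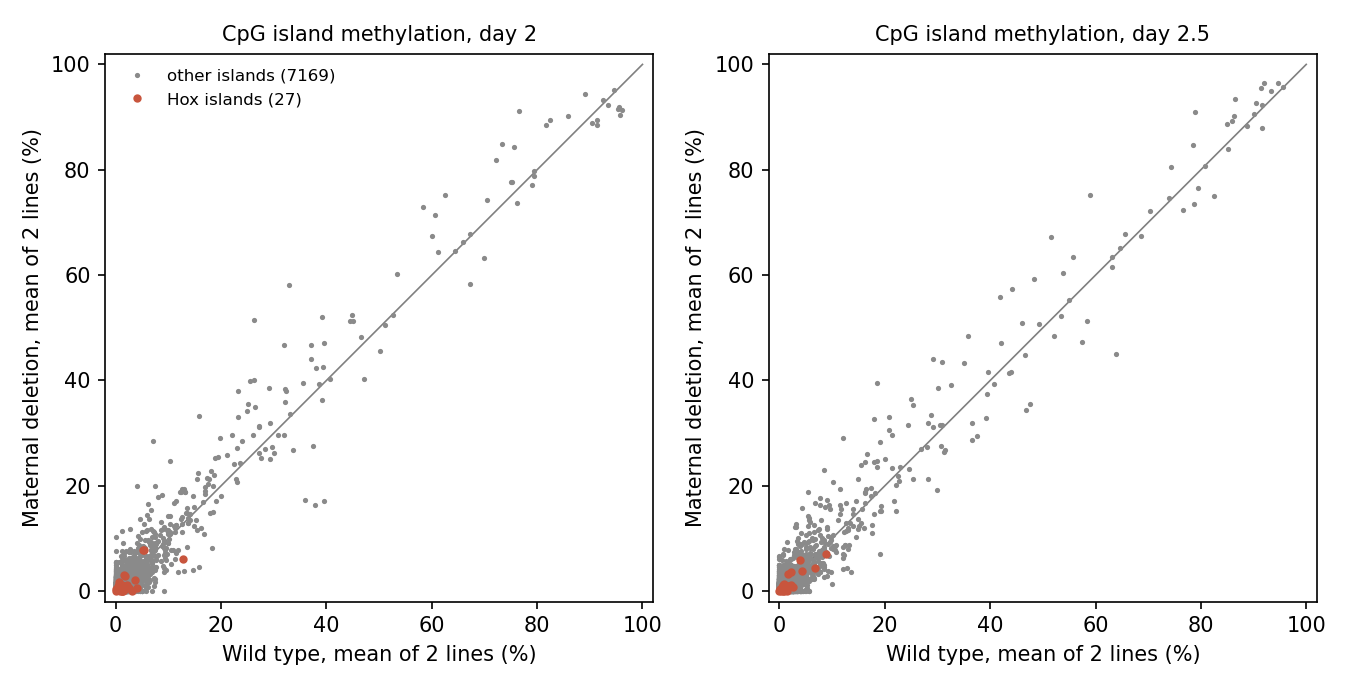
Mean methylation (%) of each tested CpG island over the 2 *Smchd1* wt lines (x axis) and the 2 *Smchd1* matΔ lines (y axis) at day 2 (left) and day 2.5 (right), with Hox islands in red and the line of equality in grey. Islands gather near the line of equality, and the Hox islands sit at the low end. Over all 7461 islands with a value, tested or not, Pearson's r was 0.976 at day 2 and 0.978 at day 2.5.

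The first comparison was the mean over all islands with a value. At day 2 it was 1.47% ± 0.0020 (SD, n = 2 lines) in *Smchd1* wt and 1.56% ± 0.094 (SD, n = 2) in *Smchd1* matΔ. The difference of 0.0906 percentage points gave a two-sided exact permutation p of 0.333, the smallest that 2 libraries against 2 allow, so that no such comparison here can pass 0.05. It rested mainly on line 1 of *Smchd1* matΔ, and without that library it was 0.0239. The difference of medians was 0.00407. At day 2.5 the means were 1.44% ± 0.0020 and 1.497% ± 0.117 (SD, n = 2 each), and the libraries of the genotypes overlapped (difference 0.0571, exact permutation p = 1.0). Without line 1 of *Smchd1* matΔ the difference changed sign, to -0.0259, and the difference of medians was also negative, at -0.0515. From day 2 to day 2.5 the mean changed by -0.0259 in *Smchd1* wt (exact permutation p = 0.333) and by -0.0594 in *Smchd1* matΔ (exact permutation p = 0.667). Within each of the 4 lines the mean fell, with changes of -0.0257 and -0.0261 in the *Smchd1* wt lines and -0.0432 and -0.0757 in the *Smchd1* matΔ lines. The median over islands in *Smchd1* wt rose by 0.0213.

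By level class, the genotypes differed most among islands of at least 10%, mainly through line 1 of *Smchd1* matΔ. Over the 133 islands of 10 to 50%, the mean at day 2 was 20.8% ± 1.34 in *Smchd1* wt and 23.6% ± 3.66 in *Smchd1* matΔ (SD, n = 2 each, exact permutation p = 0.667). The difference of 2.85 points fell to 0.259 in the comparison without that line. Over the 39 islands above 50% the means were 75.6% ± 0.262 and 78.0% ± 2.47 (SD, n = 2 each, exact permutation p = 0.333), a difference of 2.47 that became 0.729 without the same line. At day 2.5 the differences were 1.68 and 2.30 points, and without that line they were -0.512 and 0.546. Over the 7289 islands under 10% the genotypes differed by 0.0276 points at day 2 and 0.0154 at day 2.5, and without line 1 of *Smchd1* matΔ these were 0.0159 and -0.0201. Single *Smchd1* wt libraries also moved these values, to 0.0128 at day 2 without line 1 and to 0.00393 at day 2.5 without line 2.

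Single islands were tested with limma over all 8 libraries, after leaving out 265 islands with the same value in every library. None of the 7196 islands differed between the genotypes at day 2 at a Benjamini-Hochberg adjusted p of 0.05 (smallest 0.145), and 303 had an unadjusted p under 0.05 where chance gives 360. At day 2.5 there were again 0 islands past the threshold (smallest adjusted p 0.359), with 309 at an unadjusted p under 0.05. Averaging each line over the days gave 0 islands and 375 at an unadjusted p under 0.05. No island had a genotype difference that changed between the days (0 islands, 336 at an unadjusted p under 0.05). Between days 2 and 2.5, 0 islands passed in *Smchd1* wt and 0 in *Smchd1* matΔ, with 293 and 317 at an unadjusted p under 0.05. Each of these 6 counts stayed at 0 under each alternative tried. The smallest adjusted p moved furthest for the days in *Smchd1* matΔ, from 0.145 to 0.95 with the cell line as a block.

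The islands with the smallest p in the genotype contrasts, none past the threshold, were all listed at 0 in every *Smchd1* wt library. At day 2 it was an island in an intron of *Ebf2* (chromosome 14, 67235404 to 67236476), listed at 3.85% and 4.54% in the *Smchd1* matΔ lines and at 0 in both at day 2.5 (limma adjusted p = 0.145 both for the genotypes at day 2 and for the days in *Smchd1* matΔ, and 0.867 for the interaction of genotype and day). At day 2.5 it was an island over coding exon sequence of *Lmo1* (chromosome 7, 109174701 to 109175336), at 3.33% and 4.17% in the *Smchd1* matΔ lines and at 0 in both at day 2 (limma adjusted p = 0.359). Averaged over the days it was an island over the untranslated region of *Epb41l3* (chromosome 17, 69156674 to 69157546). Its limma adjusted p was 0.56. It was listed at 10% in line 1 at day 2 and in line 2 at day 2.5 and at 0 in the other *Smchd1* matΔ libraries, so its line means were equal by coincidence of single values.

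The *Hox* clusters were the region of interest. Over the 28 islands with a value, mean methylation at day 2 was 1.97% ± 0.217 in *Smchd1* wt and 1.47% ± 0.258 in *Smchd1* matΔ (SD, n = 2 each). The difference was -0.493 points, and both *Smchd1* matΔ libraries lay below both *Smchd1* wt libraries (exact permutation p = 0.333, the smallest possible). It was -0.311 without line 1 of *Smchd1* matΔ. At day 2.5 the means were 1.64% ± 0.072 and 1.47% ± 0.174 (SD, n = 2 each), a difference of -0.174 with an exact permutation p of 0.667, and -0.0506 without line 2 of *Smchd1* matΔ. From day 2 to day 2.5 the mean changed by -0.325 in *Smchd1* wt (exact permutation p = 0.333), and by -0.171 without line 2 at day 2. In *Smchd1* matΔ it changed by -0.00513 (exact permutation p = 1.0), with changes of 0.300 in line 1 and -0.310 in line 2, and the sign of the mean change depended on the processing. A set test with fry over the 27 *Hox* islands that varied gave two-sided p values of 0.324 at day 2 and 0.703 at day 2.5 (Benjamini-Hochberg adjusted p = 0.726 for both over 5 set tests). With camera at a preset correlation of 0.01 the day 2 value was 0.0501, also not past 0.05.

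**Figure D2:**
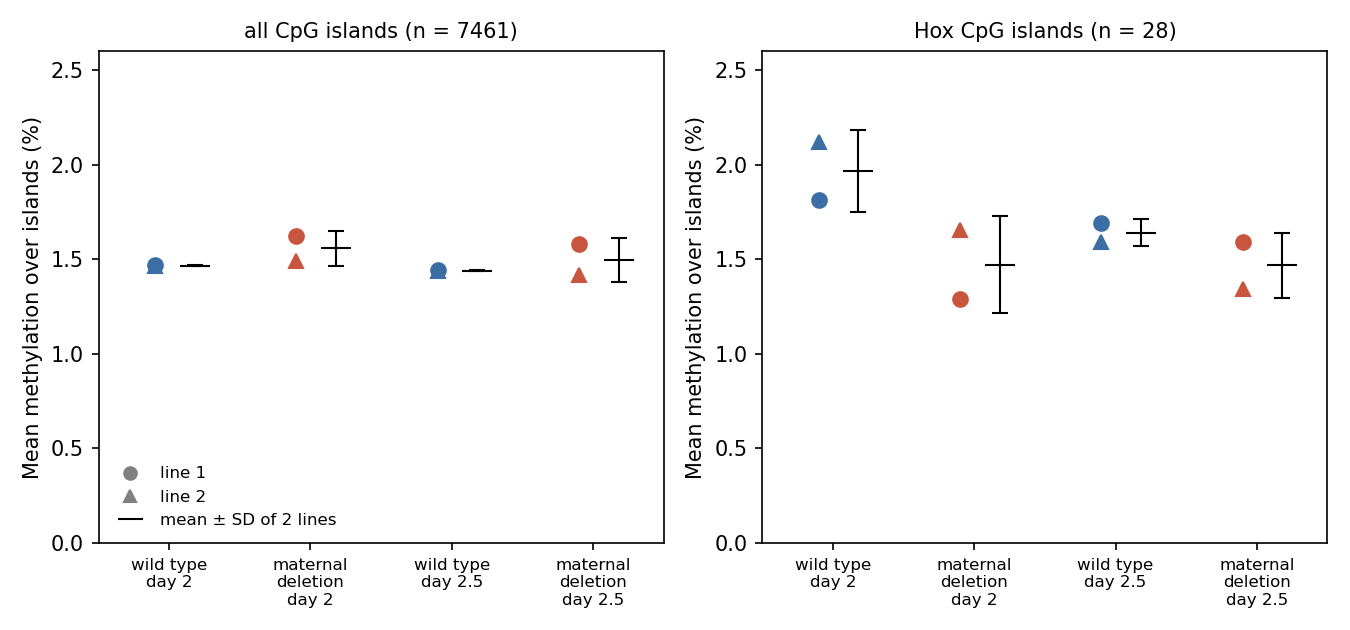
Mean methylation (%) over all 7461 CpG islands (left) and over the 28 Hox islands (right) in each library, with circles for line 1, triangles for line 2, blue for *Smchd1* wt, red for *Smchd1* matΔ, and black bars for the mean ± SD of the 2 lines of a group. Over the Hox islands at day 2 both *Smchd1* matΔ libraries, at 1.29% and 1.65%, lie below both *Smchd1* wt libraries, at 1.81% and 2.12%, and at day 2.5 the genotypes overlap.

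By cluster, at day 2 the genotype difference was 0.034 points over the 12 *HoxA* islands, -1.72 over the 5 *HoxB* islands, -0.466 over the 5 *HoxC* islands and -0.548 over the 6 *HoxD* islands. Only for *HoxB* did the libraries of the genotypes not overlap (exact permutation p = 0.333). Most of the *HoxB* difference came from 1 of the 5 islands, at *Gm53*, with a limma difference of -6.56 points (SE 3.12). At day 2.5 the 4 differences were -0.062, -0.769, -0.056 and 0.001, with the genotypes overlapping in each. Single libraries decided most of these values. At day 2 the difference over the *HoxB* islands was -1.03 without line 1 of *Smchd1* wt, and without line 2 of *Smchd1* wt that over the *HoxC* islands was -0.0913 and that over the *HoxD* islands was 0.304. The *HoxA* difference was -0.265 without line 2 of *Smchd1* matΔ. At day 2.5 each of the 4 differences changed sign when some library was left out.

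Among the *Hox* islands tested singly, 11 were higher and 14 lower in *Smchd1* matΔ at day 2, with 2 equal. Adjusted over the list alone, 0 of 27 passed 0.05 (limma, smallest adjusted p 0.116), and 6 had an unadjusted p under 0.05. At day 2.5, 12 were higher and 14 lower, 0 passed adjusted over the list alone (smallest adjusted p 0.892) and 1 had an unadjusted p under 0.05. Adjusted over all islands tested, 0 *Hox* islands passed at either day. As a yardstick, the libraries of each day were also split into pairs that mix the genotypes. At day 2 the mixed splits gave 0 and 1 *Hox* islands at an unadjusted limma p under 0.05, against 6 for the real split. At day 2.5 they gave 5 and 0, against 1. In the mixed splits of day 2.5, 2 and 1 of all islands passed the adjusted threshold, against 0 for the real split.

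The *Hox* island of the highest mean, 7.53% over the 8 libraries, lies over a non-coding exon of *Gm53* in the *HoxB* cluster (chromosome 11, 96251536 to 96252033). It also had the largest difference at both days. At day 2 it was at 12.7% ± 4.26 in *Smchd1* wt and 6.17% ± 1.65 in *Smchd1* matΔ (SD, n = 2 each; limma difference -6.56, SE 3.12, adjusted p 0.258 over the list alone). At day 2.5 it was at 6.77% ± 5.42 and 4.46% ± 2.02. The next largest differences at day 2 were at an island over the untranslated region of *Hoxa10* (chromosome 6, 52240324 to 52240829), at 4.06% ± 1.54 against 0.683% ± 0.157, and at an island over a non-coding exon of *Haglr* (chromosome 2, 74749625 to 74750064), which was listed at 0 and 6.25% in the *Smchd1* wt lines and at 0 in both *Smchd1* matΔ lines. Their list-alone limma adjusted p values were 0.157 and 0.513. At day 2.5 the next were an island over coding sequence of *Hoxa9* (chromosome 6, 52225257 to 52226313), at 3.95% ± 1.77 against 5.85% ± 6.70, and an intergenic island nearest to *9530018H14Rik* (chromosome 6, 52252740 to 52254111), at 8.75% ± 1.71 against 7.08% ± 0.229, each with a list-alone limma adjusted p of 0.892.

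**Figure D3:**
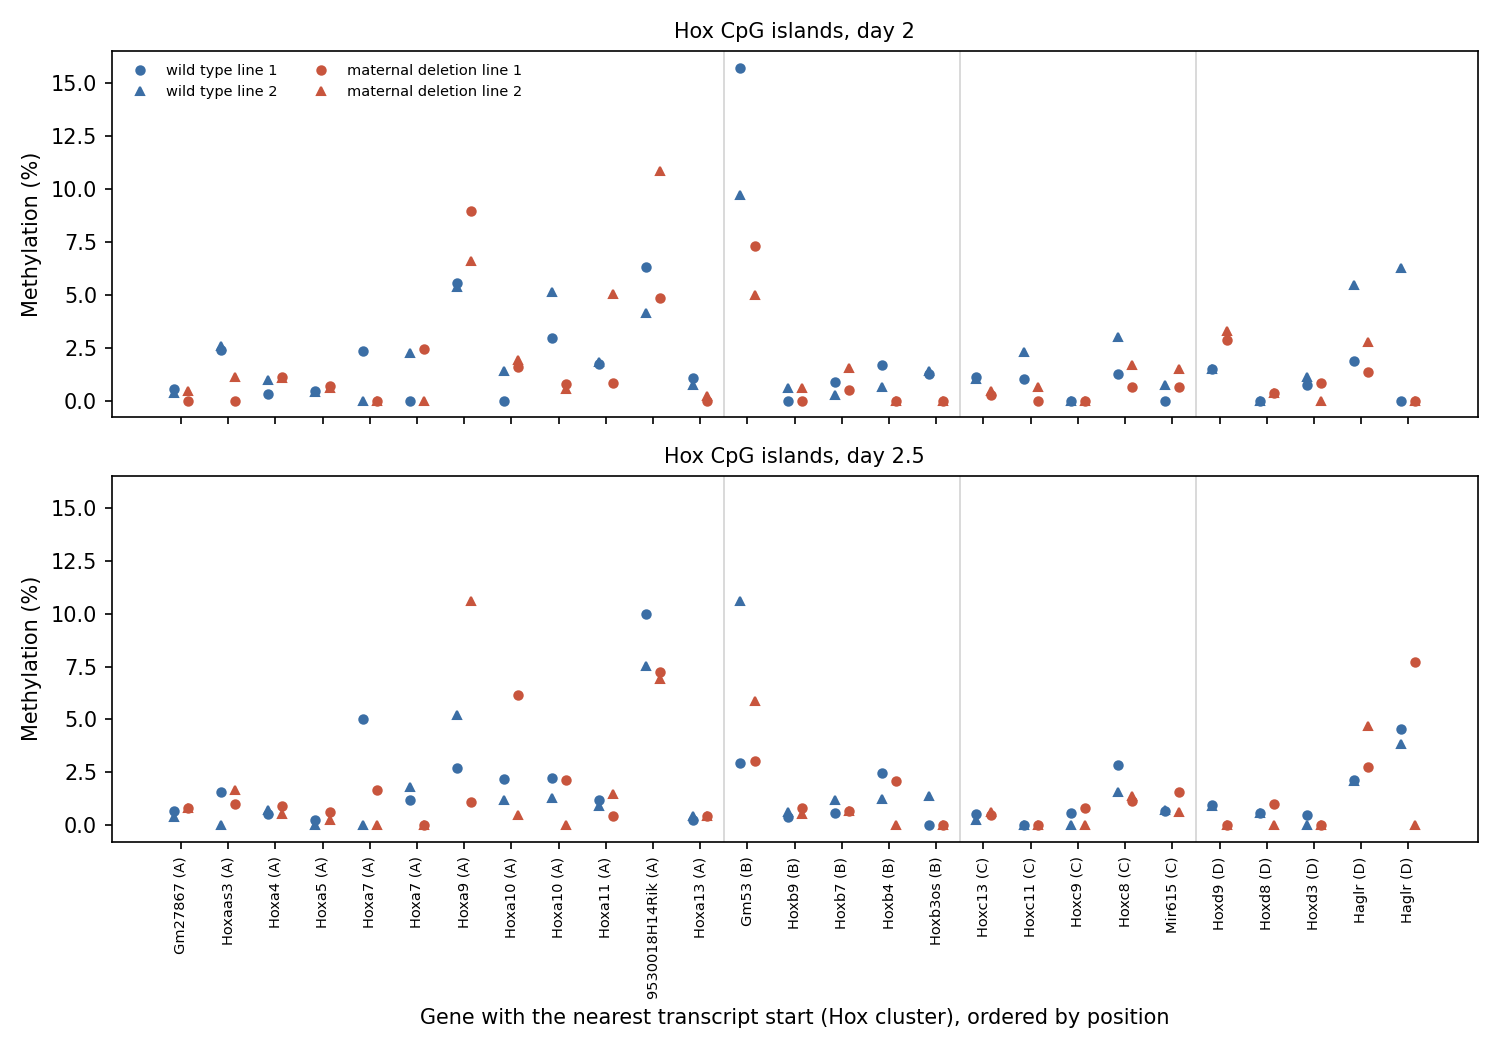
Methylation (%) of the 27 Hox islands that varied, in each library at day 2 (top) and day 2.5 (bottom), ordered by cluster and position and named by the gene with the nearest transcript start, with circles for line 1, triangles for line 2, blue for *Smchd1* wt and red for *Smchd1* matΔ. Most values are within a few points of 0, and the highest is 15.7% at the *Gm53* island in *Smchd1* wt line 1 at day 2.

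Between the days, 1 *Hox* island passed adjusted over the list alone, in *Smchd1* matΔ. It lies over coding exon sequence of *Hoxd9* (chromosome 2, 74697731 to 74698814) and was at 2.88% and 3.31% in the *Smchd1* matΔ lines at day 2 and listed at 0 in both at day 2.5. The limma difference was -3.10 points (SE 0.374, adjusted p 0.00302 over the list alone, 0.212 over all islands). Its list-alone adjusted p ranged from 0.00556 to 0.0617 over the alternatives, and it did not pass in a fit of the 4 *Smchd1* matΔ libraries alone. In *Smchd1* wt the same island changed by -0.562 (SE 0.374), and 0 *Hox* islands passed there, with 2 at an unadjusted p under 0.05.

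Islands near genes with germline-imprinted regions and near clustered protocadherin genes, both sets of loci at which SMCHD1 has been studied, were examined separately. Over the 10 imprinted-list islands with a value the mean at day 2 was 1.62% ± 0.146 in *Smchd1* wt and 4.05% ± 0.225 in *Smchd1* matΔ (SD, n = 2 each, exact permutation p = 0.333). At day 2.5 it was 1.17% ± 0.080 and 2.91% ± 1.59 (exact permutation p = 0.333), and the difference of 1.75 points fell to 0.622 without line 1 of *Smchd1* matΔ. Of the 10 islands, 7 had a mean under 2% over the 8 libraries. The differences over the set rested mainly on 2 islands, described next, which were chosen after their values were seen. Among the other islands of the set the limma difference ranged from -1.001 to 1.603 points at day 2. At day 2.5 it ranged from -0.97 to 1.23. An island over a non-coding exon of *Peg13* (chromosome 15, 72809538 to 72810123) was at 4.13% ± 2.48 in *Smchd1* wt and 20.1% ± 2.65 in *Smchd1* matΔ at day 2, and at 0.694% ± 0.982 and 7.09% ± 7.26 at day 2.5 (SD, n = 2 each; limma adjusted p 0.646 and 0.96 over all islands). An island in an intron of *Airn* (chromosome 17, 12741441 to 12742489) was at 2.65% ± 1.91 and 8.06% ± 1.98 at day 2 and at 3.17% ± 3.39 and 12.1% ± 11.4 at day 2.5 (limma adjusted p 0.97 and 0.96). Over the 3 protocadherin islands with a value, of 20 listed, the means at day 2 were 5.89% ± 0.832 and 13.5% ± 1.42 (exact permutation p = 0.333). The small SD in *Smchd1* matΔ hid opposite spreads of 2 islands. In lines 1 and 2 the *Pcdhgb2* island was at 34.4% and 15.2%, and the *Pcdhgb5* island at 8.33% and 22.4%. Each had a limma adjusted p of 0.968 at day 2. The island near *Pcdhgc3* was at 0.682% in *Smchd1* wt and 0.417% in *Smchd1* matΔ. At day 2.5 the means over the 3 islands were 6.69% ± 4.002 and 10.9% ± 3.11 (exact permutation p = 0.667), a difference of 4.23 that fell to 1.40 without line 1 of *Smchd1* wt. No island of either set passed the limma threshold over all islands.

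X-linked islands could hardly be compared, because only 5 of the 554 listed had a value, against 56.4% of the 13213 autosomal islands. Over these 5 the mean at day 2 was 23.9% ± 0.534 in *Smchd1* wt and 21.8% ± 0.786 in *Smchd1* matΔ (SD, n = 2 each, exact permutation p = 0.333). The small SDs hid spreads of single islands that cancelled. In *Smchd1* wt lines 1 and 2 the *Kdm5c* island was at 23.8% and 55.5%, and the *Gm5942* island at 45.0% and 29.0%. The *Idh3g* island was at 0 in all 8 libraries, and the *Gm7164* and *Gm5942* islands had no uniquely mapping tile. At day 2.5 the mean over the 5 was 25.4% ± 5.83 and 26.1% ± 3.92 (exact permutation p = 1.0), and the difference of 0.765 was -3.36 without line 1 of *Smchd1* wt and 4.89 without line 2 of it. With the median of the 5 islands in place of the mean, the differences were -4.65 at day 2 and 13.2 at day 2.5. Over the 7454 autosomal islands with a value the genotypes differed by 0.0921 points at day 2 and 0.0565 at day 2.5, as over all islands, and these became 0.0257 and -0.0256 without line 1 of *Smchd1* matΔ.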

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

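The tests in this part were fixed after the values of this island had been seen, apart from the count of islands across the genome.

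The *Hoxd9* island drew attention because its genotype effect ran in opposite directions at the 2 days, with every library of one genotype on one side. At day 2 it was higher in *Smchd1* matΔ by 1.61 points, and at day 2.5 it was lower by 0.927, with both *Smchd1* matΔ libraries listed at 0. The difference between these effects was -2.534 points, -2.53 with a standard error of 0.53 in the limma interaction. Its unadjusted p was 0.00246, its adjusted p was 0.0664 over the list alone and 0.867 over all islands, so the difference did not pass either threshold. It was the 1 result of 22 examined to show opposite effects. These results made 44 comparisons, of which 5.56% would be flagged by chance, so 1 flag is not above chance.

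Chance among many islands is a candidate explanation. There were 11 islands with an interaction p as small, where chance alone gives 17.7. Zeros at this level are also common, and of 590 islands with a mean between 1 and 2%, 66 were listed at 0 in both *Smchd1* matΔ libraries at day 2.5. Read depth is unknown, so whether few reads gave the zeros stays open, as does an effect of the genotype.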

How the results depend on the processing

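All 58 alternative counts of islands past the threshold were 0 for 8 results, the 6 comparisons over all islands and the 2 comparisons of the genotypes over the *Hox* list alone. With a consensus correlation of -0.0027, the cell line as a random effect gave the same smallest adjusted p values as the fit without it. Its counts are therefore no separate check. For the days in *Smchd1* matΔ the list-alone count of 1 became 0 in the fit of the 4 libraries of the comparison (1 island at an unadjusted p under 0.05) and 0 among islands with a mean of at least 5% (0 at an unadjusted p under 0.05), where 3 *Hox* islands were left and *Hoxd9* was not among them. Blocking on the cell line or on the line number changed no count. No fit of single islands was made without a library, because that leaves a group of 1. Of 75 alternative values for 11 results on named islands, 1 changed, as given for *Hoxd9* in the report, and its cause was not tested beyond the smaller number of libraries in that fit. Blocking on the cell line left that island past the list-alone threshold, at an adjusted p of 0.0394. The replicate block, taken as the mean of the differences within lines, gives the same change between days as the unpaired difference by construction, at -0.0259 and -0.0594 over all islands and -0.325 and -0.00513 over the *Hox* islands in *Smchd1* wt and *Smchd1* matΔ. The set test kept its direction and stayed above 0.05 under each of 4 alternatives at both days, from 0.0501 to 0.427 at day 2 and from 0.483 to 0.71 at day 2.5.

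The lower *Hox* mean in *Smchd1* matΔ kept its sign under each alternative, from -0.855 over islands with a mean of at least 1% to -0.311 at day 2, and from -0.297 to -0.0506 at day 2.5. Scaling libraries to the same mean says nothing about this at day 2, since both *Smchd1* matΔ libraries had the higher mean over all islands and scaling could only enlarge the difference. Means near 0 did not keep their sign. With medians, the genotype difference at day 2.5 became -0.0515 over all islands and -0.051 over autosomal islands, the change between days in *Smchd1* wt became 0.0213 over all islands, and that in *Smchd1* matΔ became 0.0802 over the *Hox* islands. The last also turned to 0.0527 over islands with a mean of at least 1% and to 0.0384 with libraries scaled to the same mean. The cause was not tested. Medians kept the sign over the 5 X-linked islands but moved the genotype difference from 0.765 to 13.2 at day 2.5 and from -2.13 to -4.65 at day 2.

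Leaving out each library in turn changed the sign of further differences. At day 2.5 the genotype difference ranged from -0.0259 to 0.14 over all islands, from -0.0256 to 0.139 over autosomal islands, from -0.0201 to 0.051 over islands under 10%, from -0.512 to 3.88 over islands of 10 to 50%, and from -3.36 to 4.89 over X-linked islands. For single *Hox* clusters, an alternative chosen after seeing the data, it ranged at day 2.5 from -0.404 to 0.279 for *HoxA*, from -1.64 to 0.0996 for *HoxB*, from -0.265 to 0.153 for *HoxC* and from -0.558 to 0.56 for *HoxD*, and at day 2 from -0.265 to 0.334 for *HoxA* and from -1.40 to 0.304 for *HoxD*. The change between days in *Smchd1* matΔ ranged from -0.142 to 0.0235 over all islands and from -0.187 to 0.177 over the *Hox* islands. These last ranges come from breaking the pair of days of a line, and within lines the mean over all islands fell in 4 of 4 lines and that over the *Hox* islands in 3 of 4. With 2 libraries in a group, leaving out 1 can never move a difference by more than the pooled SD, so only a change of sign was counted. Spearman's rho in place of Pearson's r took the correlation of the genotype means to 0.405 at day 2 and 0.372 at day 2.5. The 5 kb window added no island with a value and so tested nothing. Unknown depth limits every result on islands near 0.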

Other observations

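Tests chosen after the result was seen were the level of the whole library beside the *Hox* difference, the wild-type mean over imprinted-list islands, the low-level islands of line 1 and the splits for *Peg13* and *Airn*.

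The *Hox* islands were lower in *Smchd1* matΔ at day 2 by 0.493 points on average. A lower level of the whole library was argued against, because the mean over all islands was higher in *Smchd1* matΔ at that day, by 0.0906 points, and by 0.0239 without line 1 of *Smchd1* matΔ. The sign of the *Hox* difference did not rest on the *Hox* island of the highest mean alone, since without that island it was -0.268. That island carried much of the difference, and without it the libraries of the genotypes overlapped. Of the 3 splits of the 4 day 2 libraries into pairs, 1 gave a difference as large, the real one, and 3 splits can never give a share under 0.05. Chance and an effect of the genotype therefore cannot be told apart with 2 lines each.

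Of 554 X-linked islands only 5 had a value. Few cut sites were argued against, because autosomal islands with as many readable CpGs gave an expectation of 277. Coordinates from another build were argued against, since the listed CpG ratio correlated with that computed from the genome with a Spearman rho of 0.64 on the X and 0.66 on the autosomes. Repeated sequence as the whole cause was argued against by the 61.9% of X-linked islands with a uniquely mapping tile, against 84.3% of autosomal ones, and of 343 X-linked islands with such a tile 3 had a value. A single X copy in male cells, with fewer reads, could not be settled. Matching to autosomal islands with a reduced number of readable CpGs, as a stand-in, gave an expectation of 200, and 0 of the 5 islands with a value lay at or beyond *Mid1*, at the edge of the region shared with the Y. Both outcomes were the reverse of what had been written down for a single X copy. They were not taken to exclude it, because the first changes the number of CpGs and not the reads at each, and only 3 of the 7 islands listed beyond that point had a unique tile. A filter applied by the authors stays open. On the Y, 2 of 73 listed islands had a value.

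Of the 10 imprinted-list islands, 7 had a mean under 2% over the 8 libraries, where a region methylated on 1 allele would be at an intermediate level. The other islands were not near 0, with means in *Smchd1* wt and *Smchd1* matΔ of 2.41% and 13.6% at *Peg13*, 2.91% and 10.1% at *Airn*, and 5.93% and 5.29% at *Igf2r*. Loss of maternal SMCHD1 as the cause of low levels was argued against, because the mean over the 10 islands in *Smchd1* wt was 1.40%, below the 3.48% in *Smchd1* matΔ. An assay that cannot show intermediate levels was argued against by 12 islands that lay between 30 and 70% in all 8 libraries. Whether the islands near these genes are their imprinted regions, or whether the lines had lost imprints, was not tested.

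Line 1 of *Smchd1* matΔ had the highest mean over all islands at both days. Incomplete bisulfite conversion raises unmethylated islands most. As the whole cause it was argued against, because over 6218 islands with a mean under 1% line 1 exceeded line 2 by 0.0005 points at day 2 and by 0.029 at day 2.5, against 4.79 and 4.19 over 172 islands of at least 10%. Both lie below the excess of 0.133 and 0.166 over all islands that it would have to give. Between the *Smchd1* wt lines, a yardstick chosen after the values were seen, the same differences were -0.0435 and 0.0171, so the day 2.5 excess was above that of its day and a small contribution there stays open. Stable methylation of that cell line is a candidate explanation. Over 302 islands with a mean of at least 5%, the difference between the lines at day 2 correlated with that at day 2.5 with a Pearson r of 0.189, against -0.075 in *Smchd1* wt. In *Smchd1* matΔ, 17 islands were at least 10 points higher in line 1 at both days, 3 were so in line 2 and 10 differed in opposite directions at the days. In *Smchd1* wt these counts were 3, 3 and 12. The higher overall level of line 1 by itself favours the first count. The correlation is weak and islands are not independent.

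The *Peg13* and *Airn* islands were higher in *Smchd1* matΔ, by 9.17 points on average over the days. Of the 3 splits of the 4 lines into pairs, 1 gave a difference as large, the real one, and the others gave 2.81 and 2.15. A share of 3 splits cannot fall under 0.05 and the islands were picked for this difference, so a difference between single cell lines and an effect of the genotype cannot be told apart.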
